A study of Oryza sativa with 2 samples. Its data were reported in "Grain-maturing temperature induces seed epi-memory via DNA methylation for subsequent development in rice (Oryza sativa L.)" (2026).

How the data were processed

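The samples were seeds of rice (Oryza sativa, cultivar Nipponbare) that matured at either of 2 temperatures during grain filling. Control seeds (CS) developed at 25 °C and heat-treated seeds (HDS) at 30 °C. There was 1 library per group, made from DNA that the authors pooled from isolated embryos, so the data hold no biological replicates. DNA methylation was measured by whole-genome bisulfite sequencing, in which unmethylated cytosines are converted and read as thymine while methylated cytosines are still read as cytosine. Plant cytosines are methylated in the CG, CHG and CHH contexts, where H is any base except G, and the contexts were handled separately.

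Per the study's methods, the authors trimmed the reads with Trimmomatic, aligned them to the IRGSP-1.0 rice genome with Bismark and HISAT2 and removed duplicate reads. Differentially methylated regions (DMRs) were then called with DSS, an R package that models the methylated and total reads at each cytosine and joins neighbouring cytosines with significant differences. The stated limits were a length of at least 50 bp, at least 3 cytosines and a methylation difference above 0.1 at a stated significance level. The deposited regions were tested against these limits. None was shorter than 50 bp or had fewer than 3 cytosines, and 1 of the 457 had a difference under 0.1.

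The data analysed here were 3 tables of DMRs, 1 per context. The deposited methylation levels are each a fraction from 0 to 1, the mean that DSS gave for a region in 1 library. They are given below as percentages. The study does not state whether they average observed fractions or model estimates. Identical levels recur at separate places. In CHG, the HDS level was 0.0835217 both at chromosome 3, 23257160 to 23257223, and at chromosome 7, 18044575 to 18044753. The difference deposited by the authors is the level in the first library minus that in the second, as a fraction, and is given below in percentage points. The area statistic deposited by the authors is a score, the sum of the test statistics of the cytosines in the region, so it grows with their number. The length in bp and the number of cytosines of each region were also deposited by the authors. The difference equalled the first level minus the second in all 457 regions, and its sign was that of the area statistic.

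The table columns name no sample. The first level was read as HDS and the second as CS for 3 reasons: DSS subtracts group 2 from group 1, the comparison is named with heat before control, and the number of positive differences is the number of hypermethylated DMRs that the study's text gives. All directions below depend on this reading.

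Read depth is not a column of the tables, so the depth behind each methylation level is unknown and no interval is given for a single level. Only regions that passed the authors' calling were analysed, so a place without a DMR in a context is not evidence of equal methylation there. Regions were called for their difference, so the differences summarised below are those of selected regions and not of the genome.

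Regions were counted by context and direction, and called hyper-DMRs where the level was higher in HDS and hypo-DMRs where it was lower. Shares of regions have 95% Wilson intervals, and shares per chromosome have exact Clopper-Pearson intervals. These intervals cover counting error over regions only. They treat regions as independent and say nothing of the variation between seed pools. No test between temperatures was made and no p-value is given, since there is 1 library per group. Regions of different contexts were paired where they shared at least 1 bp, and the number of pairs on the 12 chromosomes was set beside 10000 random placements along the same chromosome. Median values of overlapping regions were described by their percentile among 10000 random lists of the same size drawn from the same context. The regions named below were the 2 with the largest absolute area statistic in each context and direction, a rule set before the data were examined. Other single regions either overlap a region so named or were chosen after their values were seen, and the latter are introduced as such.

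The alternatives set before the data were examined were a difference of at least 20 points, at least 10 cytosines, at least 100 bp, an area statistic at or above the median of the context, regions within 1000 bp merged, a mean weighted by cytosines, an overlap of at least 50% of the shorter region and a distance of up to 500 bp. Merging within 1000 bp joined only regions of the same context and direction. A difference of at least 30 points, the 12 chromosomes alone and random shifts of up to 100 kb were added after seeing the data. Calculations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots used matplotlib 3.10.9. The overlap count was tested on simulated regions and found 20 of 20 planted overlaps.

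No sequence or annotation of IRGSP-1.0 was used here. Accordingly 5 planned results were not run, namely the shares of DMRs in promoters, gene bodies and repeats and the DMRs near genes that the study names and near peroxidase genes. The gene table at hand belongs to another assembly, so none of its coordinates was used and no DMR was assigned to a gene. Regions per Mb are given over the span from the first to the last DMR of each chromosome in place of its full length, and are upper bounds on the density per chromosome.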

Results

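The methylomes of mature CS and HDS were compared through 457 DMRs between 1 pooled CS library (25 °C) and 1 pooled HDS library (30 °C). The question was how heat during grain filling alters DNA methylation in the seed. With no replicates, the differences below are between these 2 libraries, and none could be set against the variation between seed pools. The depth behind each methylation level is unknown. The DMRs comprised 88 in the CG context, 277 in CHG and 92 in CHH, which were 19.3%, 60.6% and 20.1% of the total. They covered 13984 bp, 48854 bp and 15641 bp, respectively. The number of DMRs depended on the calling limits, and with at least 10 cytosines required 254 DMRs were counted.

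Of the 457 DMRs, 270 were hyper-DMRs and 187 were hypo-DMRs in HDS relative to CS. The hyper-DMR share was 59.1% (95% Wilson interval 54.5 to 63.5%). Hyper-DMRs numbered 48 of 88 in CG, a share of 54.5% (44.2 to 64.5%), and this interval included 50%. They numbered 163 of 277 in CHG, a share of 58.8% (53.0 to 64.5%). In CHH, 59 of 92 were hyper-DMRs, a share of 64.1% (53.9 to 73.2%). The intervals of the 3 contexts overlapped, and a difference in direction between contexts was not tested. The alternative that moved a share most was a limit on the area statistic at the median of the context, above which the CHH share was 56.5% (42.2 to 69.8%) and the interval included 50%. The CHG share among DMRs of at least 100 bp was 56.4% (49.1 to 63.5%), and this interval also included 50%. By length, hyper-DMRs covered 45394 of 78479 bp, or 57.8%.

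The methylation levels of the DMRs differed by context. In CG hyper-DMRs the median level was 82.2% in HDS and 44.9% in CS, whereas in CG hypo-DMRs it was 43.3% in HDS and 85.4% in CS. In CHG hyper-DMRs the medians were 68.8% in HDS and 27.0% in CS. In CHG hypo-DMRs they were 28.9% in HDS and 71.5% in CS. The CHH medians were lower, at 45.5% in HDS and 6.55% in CS for hyper-DMRs and at 7.73% in HDS and 44.0% in CS for hypo-DMRs. The library with the lower level was under 10% in 54 of 92 CHH DMRs (58.7%, Wilson 48.5 to 68.2%). The same held for 42 of 277 CHG DMRs (15.2%, 11.4 to 19.9%) and 13 of 88 CG DMRs (14.8%, 8.84 to 23.7%).

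**Figure D1:**
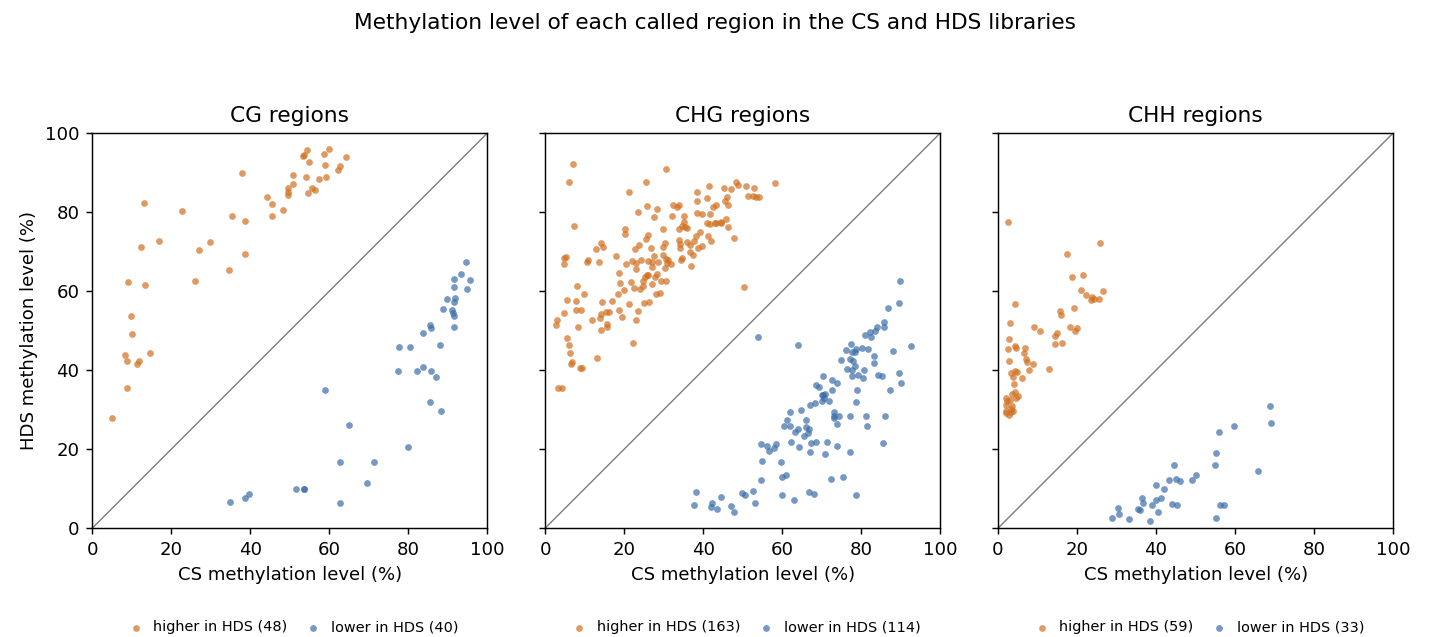
Methylation level (%) of each DMR in the CS library (horizontal axis) and the HDS library (vertical axis), with 1 panel per context, 1 point per DMR and a grey line of equal levels. Hyper-DMRs (48 in CG, 163 in CHG and 59 in CHH) lie above the line and hypo-DMRs (40, 114 and 33) below it. Many CHH points lie close to an axis, and the lower level was under 10% in 54 of 92.

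The size of the difference was similar in both directions. From the values in the authors' deposited table, the median absolute difference was 36.1 points in CG hyper-DMRs and 36.3 points in CG hypo-DMRs. The medians from the authors' deposited table were 39.1 and 38.8 points in CHG and 34.3 and 33.5 points in CHH, with hyper-DMRs first. The alternative that moved these most was the mean weighted by cytosines, which was 39.6 points in CG hypo-DMRs.

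The median DMR length was 130 bp in CG, 140 bp in CHG and 138 bp in CHH, and the whole range was 51 to 932 bp. The number of cytosines differed more between contexts, with medians of 11 in CG, 9 in CHG and 25.5 in CHH and a range of 4 to 136. The 3 DMRs with a difference under 20 points were all in CHG, so leaving them out tested only the CHG medians, which were then 136 bp and 9 cytosines.

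The DMRs with the largest area statistic were examined in each context and direction, with coordinates on IRGSP-1.0. Genes at these places were not analysed here. In CG, the authors' deposited table had its largest statistic, 613, at chromosome 3, 16981148 to 16981649, where 119 cytosines had a level of 72.7% in HDS and 17.0% in CS. The next CG hyper-DMR in the authors' deposited table lay at chromosome 1, 32280637 to 32281182, with 49.1% in HDS, 10.2% in CS and an area statistic of 510. The CG hypo-DMRs with the largest absolute statistics in the authors' deposited table both lay on chromosome 7. At 1476351 to 1476558 the authors' deposited table gave 20.6% in HDS, 79.9% in CS and an area statistic of -187. At 14236937 to 14237273 it was 16.7% in HDS and 71.3% in CS, with an area statistic of -137 in the authors' deposited table.

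For CHG, the first hyper-DMR of the authors' deposited table lay at chromosome 8, 12195571 to 12196015, with 51.0% in HDS, 8.28% in CS and an area statistic of 242. It was followed in the authors' deposited table by chromosome 1, 13874049 to 13874576, with 68.1% in HDS, 30.6% in CS and an area statistic of 189. Among CHG hypo-DMRs, the authors' deposited table had 23.3% in HDS and 65.4% in CS at chromosome 4, 30347577 to 30348007, with an area statistic of -175. The next in the authors' deposited table was chromosome 3, 13875232 to 13875581, with 21.6% in HDS, 67.3% in CS and an area statistic of -150.

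For CHH, the hyper-DMR of the authors' deposited table with the largest statistic, 263, lay at chromosome 8, 12195568 to 12195920, and had 38.4% in HDS and 3.92% in CS. Another at chromosome 4, 11004224 to 11004608, had 69.3% in HDS, 17.5% in CS and an area statistic of 226 in the authors' deposited table, and a CHG hypo-DMR of 6 cytosines lay inside it. The CHH hypo-DMRs of the authors' deposited table were led by chromosome 8, 27526085 to 27526446, with 7.05% in HDS, 40.1% in CS and an area statistic of -263. At chromosome 2, 14801017 to 14801356, the authors' deposited table had 12.4% in HDS, 45.1% in CS and an area statistic of -251.

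Overlap between contexts was then measured. There were 12 overlapping pairs of CG and CHG DMRs, 3 of CG and CHH and 11 of CHG and CHH, 26 in total. Of these, 25 lay on the 12 chromosomes, where random placement gave a mean of 0.0482 pairs and at most 2. The direction was the same in 12 of 12 CG and CHG pairs (Wilson 75.8 to 100%), 3 of 3 CG and CHH pairs (43.9 to 100%) and 10 of 11 CHG and CHH pairs (62.3 to 98.4%). Independent directions would give 50.8%, 51.3% and 52.5%, respectively. The contexts were read from the same libraries, so their overlap is not independent evidence of a difference. The pair counts moved by at most 3 under the alternatives, and a distance of up to 500 bp gave 14 CHG and CHH pairs, 11 of them in the same direction.

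After joining overlapping DMRs there were 433 places, of which 412 (95.2%) were called in 1 context, 20 in 2 contexts and 1 in all 3. The place called in all 3 was chromosome 8, 12195568 to 12196015, which holds both the first CHG and the first CHH hyper-DMR named above. It also held 2 CG hyper-DMRs, with 44.3% in HDS and 14.5% in CS at 12195588 to 12195652 and 41.6% in HDS and 11.4% in CS at 12195712 to 12195952. Overlapping DMRs were hyper-DMRs in 33 of 45 cases, or 73.3% (Wilson 59.0 to 84.0%). The other DMRs were hyper-DMRs in 237 of 412 cases, or 57.5% (52.7 to 62.2%), and the intervals overlapped.

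**Figure D2:**
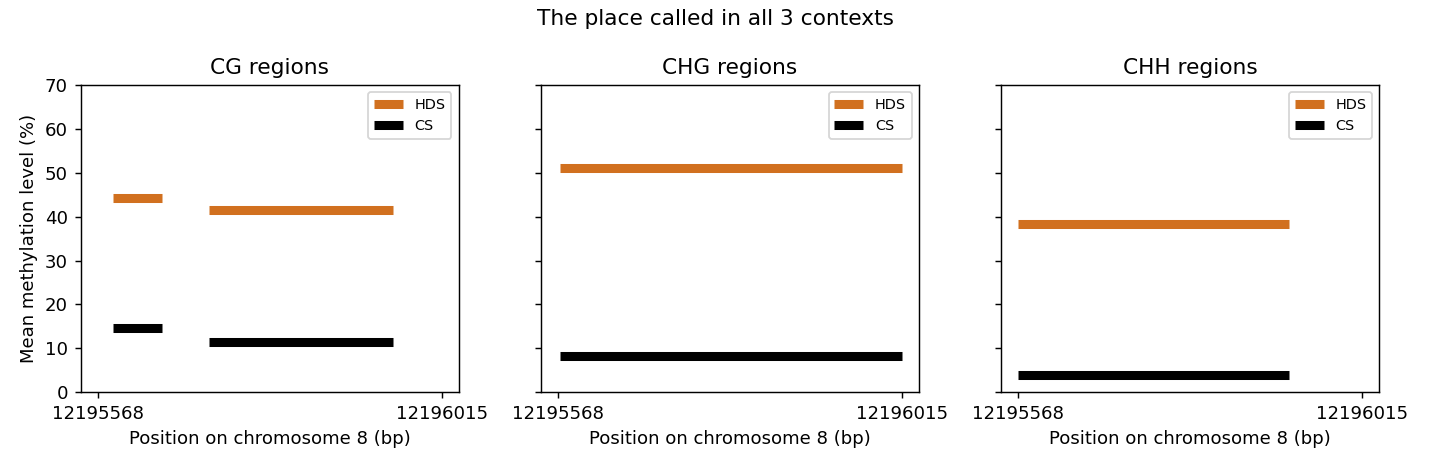
Mean methylation level (%) of the 4 hyper-DMRs at chromosome 8, 12195568 to 12196015, against position in bp, with 1 panel per context; each bar runs from the start to the end of a DMR, in orange for HDS and black for CS. HDS bars lie between 38.4% and 51.0% and CS bars between 3.92% and 14.5%.

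DMRs were found on all 12 chromosomes. Chromosome 4 had 60 of the 419 DMRs on chromosomes, a share of 14.3% (95% exact interval 11.1 to 18.0%), and chromosome 11 came next with 42 (exact interval of its share 7.32 to 13.3%). Merging DMRs of the same context and direction within 1000 bp gave chromosome 4 a share of 14.4%. That merging left 449 of all 457 DMRs, so it hardly tests the weight of nearby DMRs. The fewest DMRs, 25, were on chromosome 2. Over the span from the first to the last DMR, the density was 1.79 per Mb on chromosome 4 and 1.74 per Mb on chromosome 10, and it was lowest on chromosome 1 at 0.653 per Mb. A further 38 DMRs lay on 22 unplaced sequences, where the hyper-DMR share was 55.3% (Wilson 39.7 to 69.9%) against 59.4% (54.7 to 64.0%) on the chromosomes.

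**Figure D3:**
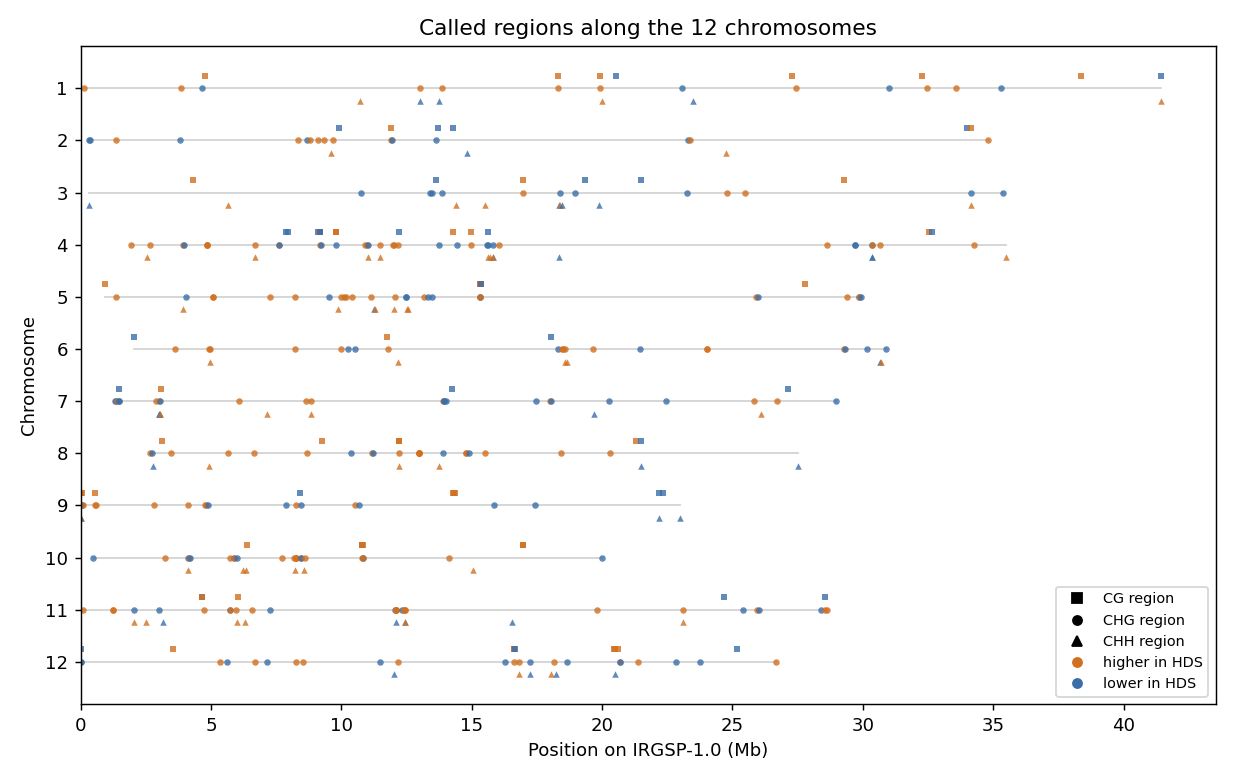
Position in Mb on IRGSP-1.0 (horizontal axis) of the 419 DMRs on the 12 chromosomes (vertical axis); squares are CG, circles CHG and triangles CHH, in orange for hyper-DMRs and blue for hypo-DMRs, and each grey line runs from the first to the last DMR. Chromosome 4 has 60 DMRs, and chromosome 2 has 25.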

Values the study reported

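The study reported 457 DMRs between HDS and CS, with 270 hypermethylated and 187 hypomethylated in HDS. A figure legend of the study gave 268 and 189 instead. Over all cytosines, the study gave methylation in CS of 56.6% in the CG context, 27.0% in CHG and 14.1% in CHH. The corresponding values in HDS were 57.8%, 28.5% and 15.5%.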

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

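A total of 99 alternative values were computed for 27 results, and 87 stayed within the 95% interval of the value in the report or, for counts, within 1.5 times of it. A difference of at least 30 points and the 12 chromosomes alone were chosen after seeing the data. They were added because a difference of at least 20 points, chosen before, removed only 3 DMRs, all in CHG. It could not change a value that rests on CG or CHH DMRs alone, and its agreement there, counted among the 87, says nothing about stability.

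The other 12 values moved. With at least 10 cytosines the counts fell to 254 in all, 50 in CG and 120 in CHG. With at least 100 bp they were 293 in all, 52 in CG and 179 in CHG. With an area statistic at or above the median they were 229 in all, 44 in CG, 139 in CHG and 46 in CHH, which follows from the way that limit is built. Fewer DMRs pass any stricter limit, so these changes also follow from construction. The mean difference weighted by cytosines was 39.1 points in CG hyper-DMRs and 40.7 points in CHG hyper-DMRs, above the interval of each median; the cause was not tested.

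The hyper-DMR share stayed above 50% under each of the 7 alternatives, from 57.7% to 60.6% over all contexts, 53.3% to 57.3% in CG, 56.4% to 61.9% in CHG and 56.5% to 64.8% in CHH. Its Wilson interval stayed above 50% in 7 of 7 alternatives over all contexts, in 6 of 7 in CHG and in 6 of 7 in CHH. The exceptions were DMRs of at least 100 bp in CHG and DMRs with an area statistic at or above the median in CHH. Both hold fewer DMRs, and both gave the lowest share of their context. A smaller number alone does not account for the CHG case, which held 179 DMRs. With at least 10 cytosines, 120 CHG DMRs were left and the interval stayed above 50%. In CG the interval included 50% in all 7 and in the value of the report. The 7 in CG and in CHH include the limit of 20 points, which removed no DMR there.

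No paired analysis was possible because each group has 1 library and the result comes from no test. For the same reason no library could be left out in turn and no other splits exist. The 12 alternatives planned for the 5 results that need an annotation were not run. Depth is not a column of the tables, so no coverage minimum could be varied.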

Other observations

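The tests of incomplete conversion, sampling noise, weak CHG regions and clustering were chosen after the result was seen, as were the joins at 10 kb and 1000 kb and the reading of the chromosome 4 test.

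More DMRs were higher than lower in HDS. Incomplete bisulfite conversion uniform over the HDS library, strong enough to make differences of the called size, would set a floor under every HDS level. The levels argue against it, since 42 DMRs had an HDS level under 10%. The lowest was 1.95%, near the lowest CS level of 2.01%. Incomplete conversion at some places only would set no such floor, so these levels cannot test it. Symmetric read sampling noise would give equal numbers in both directions. With DMRs within 100 kb counted once, 158 of 279 places were higher in HDS, or 56.6% (Wilson 50.8 to 62.3%), which argues against it only by a narrow margin. The share was 58.8% (53.7 to 63.7%) with joins at 10 kb and 59.3% (51.2 to 67.0%) at 1000 kb. Some joined places hold DMRs of both directions. Each joined place took the direction of its DMR with the largest absolute area statistic. These shares depend on that scoring, and no other was tried. A small unconverted share in the HDS library stays open. Among DMRs with a difference past 35 points, 174 were higher and 120 lower, a share of 59.2% (53.5 to 64.6%). An unconverted share of 1.95% is the largest that the lowest HDS level allows. After the HDS levels were corrected for that share, 162 were higher and 134 lower, a share of 54.7% (49.0 to 60.3%). This correction is an upper bound and CS was left as it was, so the excess may or may not survive the true value. A difference between the pools unrelated to temperature and an effect of heat cannot be told apart from 1 pool per group, and were not tested.

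DMRs of different contexts fell together far more often than random shifts gave. Random shifts of up to 100 kb, which keep the local density, gave a mean of 0.339 pairs and at most 4 in 10000 draws, against 25 observed on the chromosomes. Chance overlap is thus argued against. Shared reads and shared depth at one place remain possible technical sources, and were not tested. Overlapping CG DMRs had a median of 31 cytosines against 11 in the other CG DMRs, at percentile 99.99 of 10000 random lists, and in CHH the medians were 36.5 and 23.5, at percentile 97.33. In CHG they were 10 and 9, at percentile 78.81, so the gap was not seen in every context. The median statistic per cytosine of overlapping DMRs lay at percentile 49.4 in CG, 95.04 in CHG and 98.83 in CHH. Longer regions could overlap more by their size alone, but the lengths of overlapping and other DMRs were not compared. Whether size accounts for the cytosine numbers or the statistic per cytosine was not tested.

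At 1 place, chosen after its values were seen, the contexts went in opposite directions. On chromosome 4, the CHH hyper-DMR at 11004224 to 11004608 contained a CHG hypo-DMR at 11004445 to 11004499. The authors' deposited table gave the CHG region a level of 31.9% in HDS and 78.8% in CS over 6 cytosines, with an area statistic of -14.3. The CHH level there was 69.3% in HDS and 17.5% in CS over 55 cytosines in the authors' deposited table. No explanation was tested, and with 6 cytosines and unknown depth the CHG value is the less certain of the pair. The CS level of that CHG region was the same, to 6 digits, as that of a CHG DMR at chromosome 3, 23257160 to 23257223.

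In 3 long CHG DMRs, chosen after their values were seen, the difference was under 20 points. One lay on the unplaced sequence Syng_TIGR_023, 20265 to 20946, and the authors' deposited table gave it a difference of 10.8 points over 8 cytosines. The others were at chromosome 4, 9216809 to 9217580, with -5.48 points, and at chromosome 7, 3056658 to 3057509, with -17.7 points in the authors' deposited table. They had 85.3, 70.2 and 122 bp per cytosine, against a median of 14.5 over the 277 CHG DMRs, and 5 CHG DMRs, these 3 included, had at least 70.2 bp per cytosine. The other 2 were not weak. The sparsest of the 5, at chromosome 3, 13489545 to 13490195, had 130.2 bp per cytosine and a difference of -33.8 points in the authors' deposited table, and the one at chromosome 10, 8433511 to 8433819, had 77.3 bp per cytosine and 24.5 points in the authors' deposited table. Sparsity thus did not always go with a weak difference. A candidate explanation is that separate cytosines were merged across gaps. In the other CHG DMRs, the rank correlation of bp per cytosine with the statistic per cytosine was 0.237 across regions, which are not independent replicates, and its sign was opposite to what this explanation predicts. Calling selects on the statistic, so the test does not decide and the explanation stays open. A biological explanation was not tested.

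Selection on the statistic per cytosine was thought to leave larger differences in DMRs with fewer cytosines. This was not found. The rank correlation across regions between the absolute difference and the number of cytosines was -0.041 in CG, -0.015 in CHG and 0.0312 in CHH.

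DMRs were clustered along the chromosomes. With those within 100 kb joined, there were 257 separate places, against a mean of 353 and a lowest count of 333 in 1000 even random placements, which argues against even placement. Uneven coverage, mappability or methylated sequence along the chromosomes could produce such clustering and was not tested, nor was a biological explanation. The densest 1-Mb window, chosen after its values were seen, held 11 DMRs between 12043429 and 12444354 on chromosome 11. It had 8 CHG and 3 CHH DMRs, 7 higher and 4 lower in HDS, and 0 of the 1000 placements had a window with as many.

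Chromosome 4 had the most DMRs, and a few local clusters there could account for that. With DMRs within 100 kb joined, chromosome 4 had 30 places, 11.7% (exact 8.02 to 16.2%) of the 257, and the next chromosome had 25 (9.73%). Chromosome 4 still ranked first, but the next share lay inside its interval, so the explanation stays open. A biological explanation was not tested.

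The totals of 270 hyper-DMRs and 187 hypo-DMRs in the tables differ slightly from the pair of totals in the figure legend quoted above. The reason was not tested.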
